A study of Drosophila melanogaster with 10 samples. Its data were reported in "Chromatin topology is coupled to Polycomb group protein subnuclear organization" (2016).

How the data were processed

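The series comprised 10 samples, with 2 replicates in each of 5 groups taken from the labels: Ph-WT ChIP, Ph-ML ChIP, their inputs, and S2 RNA. Per the labels, total RNA was isolated from S2 cells, ribosomal RNA was removed with a depletion kit, and cDNA libraries were sequenced as single-end reads. According to the methods of the study, reads were aligned with TopHat to release 5 of the Drosophila genome. The deposited values analysed here are RPKM, which the authors computed per RefSeq transcript from reads, transcript length and library size, with the replicates kept apart. The methods of the study name Cufflinks and Cuffnorm, which give FPKM, for its own comparison of transcriptomes. The values used here are headed RPKM and lie on RefSeq transcripts, and whether the same programs made them is not stated. The treatment of reads that align to several places, and of reads shared by isoforms, is not stated either. Values of 2 samples, S2 RNA replicates 1 and 2, were analysed here. The other 8 samples were not analysed here, so the planned comparisons of Ph-ML with Ph-WT and of ChIP with input were not run.

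The table had 30551 entries, 28138 for protein-coding and 2413 for non-coding transcripts by their identifier type, with 29260 distinct identifiers and 15240 gene symbols. There were 253 identifiers with more than 1 entry. Gene names are those of the table. Symbols were also looked up in a name table of the NCBI assembly Release 6 plus ISO1 MT, which is not the release the reads were aligned to. It matched 29557 entries, was used for names only, and no coordinates or chromosomes were taken from it. For this reason the planned comparison of the X chromosome with the autosomes was not run, and no genomic positions are given. Each gene was represented by the median RPKM over its transcripts in each library. A gene was called protein-coding when all of its entries were. Fold differences are on the scale of log2(RPKM + 1), with a pseudocount of 1, which understates the differences of genes near 0.

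Depth was derived from the values. RPKM made from whole reads gives a ratio of the 2 columns equal to a ratio of whole numbers times the ratio of the library sizes. The ratio of library sizes, 0.256, was the constant for which the ratios reduced to the smallest whole numbers, and 99.4% of the 23661 entries above 0 in both libraries then gave whole reads. The size of replicate 1 followed as the largest value for which most transcript lengths came out as whole numbers of bases (62.7% of 13858 entries before common factors were restored, against 33.2% at double that size). It was 37054213 reads, and that of replicate 2 was 9495835 reads. Reads and lengths recovered in this way are minimum values, since a factor common to the reads and the length cannot be seen. Whether the library size counts reads or alignments is not known. Limits from 3 reads and binomial tests cover counting error only, since reads without molecular identifiers are not independent molecules.

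The comparisons were made as fixed before the data were examined. Agreement between replicates was measured by Pearson and Spearman correlation across genes. Genes were counted at a mean of at least 1 and at least 5 RPKM, and those more than 2-fold apart were counted among genes with a mean of at least 5 RPKM. The level of a list was the median over its genes of the level averaged on the log2(RPKM + 1) scale, and was placed among 10000 random lists of the same size drawn from all genes. The share of genes under 1 RPKM was compared by Fisher's exact test for the Hox genes and the developmental regulators, with Benjamini-Hochberg adjustment over these 2 tests. With 1 group of 2 libraries, no test across samples was possible, and no p-value across samples is given. An exact two-sided binomial test of the recovered reads, on the transcript of each gene with the most reads, was added after the data were seen. It compares the libraries with each other.

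Genes named in the text followed a rule fixed in advance: the genes of 9 lists, the 10 genes with the highest mean RPKM, and the 10 genes with the largest log2 difference between replicates among those with a mean of at least 5 RPKM. The lists were PcG protein genes, Hox genes, developmental regulators, metallothionein genes, copper handling genes, plasmatocyte genes, dosage compensation genes, genes the study used as examples and reference genes. They held 139 symbols, of which 128 had values. The other 11 were mostly alternate symbols of genes already counted, and NimC1 was not analysed here. The ribosomal protein, heat shock protein, histone and ribosomal RNA genes in the closing part were chosen after their values were seen.

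Alternatives fixed in advance were a pseudocount of 0.1, genes with a mean of at least 1 RPKM, a value of at least 5 RPKM in at least 1 replicate, both replicates at the threshold, scaling of the replicates to the same median, protein-coding genes, and leaving out each replicate. Alternatives chosen after seeing the data were the highest transcript of each gene, transcripts in place of genes, and genes without a repeated identifier.

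The procedures were tested on simulated data made from the observed gene levels, with known library sizes and lengths and 200 genes changed by known folds. The simulated library size and ratio were recovered, and whole reads were found for 99.0% of the 11512 simulated genes above 0 in both libraries. The recovered length equalled the set length for 83.7% of genes and was a divisor of it for the rest. The binomial test called 189 of 198 changed genes and 7 of 11196 unchanged genes. The simulated reads carried counting error only, with 1 length per gene and 20480003 reads in library 1. A list shifted by 0.5 on the log2 scale was recovered at 0.55, and an unshifted list at 0.05. For these lists the genes were picked at random and the differences were drawn apart from level and length. This does not show how matching performs where differences rise with level, as they did between the replicates. Computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.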

Results

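The study asked how the polymerization activity of Polyhomeotic (Ph), a Polycomb group (PcG) protein, shapes the binding of Ph to chromatin and the expression of genes in Drosophila S2 cells, a cultured line of embryonic origin. The series holds 10 samples in 5 groups of 2 replicates. 4 groups are chromatin immunoprecipitation (ChIP) libraries and their inputs from cells that express wild-type Ph (Ph-WT) or a polymerization-defective form (Ph-ML). The remaining group is ribosomal-RNA-depleted total RNA of S2 cells without either transgene. Per the labels, copper sulphate was present at 0.5 mM, and induction lasted 3 days. Values were analysed here for the 2 S2 RNA libraries, and the other 8 samples were not analysed here. The comparisons of Ph-ML with Ph-WT and of ChIP with input were therefore not made, and what follows describes the RNA of the parental cells.

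Expression was given as RPKM, reads normalised to the length of the transcript and the size of the library, for 30551 transcript entries of 15240 gene symbols. The steps that whole reads leave in the RPKM values gave a library size of 37054213 reads for replicate 1 and 9495835 reads for replicate 2, a 3.90-fold difference in depth. At these depths 3 reads on a transcript of 1 kb correspond to 0.081 RPKM in replicate 1 and 0.316 RPKM in replicate 2. Replicate 1 had 3461 entries listed at 0 and replicate 2 had 6629, of which 3200 were at 0 in both. Levels of a gene are the median over its transcripts, and errors are the SD over the 2 replicates. They cover the spread between these libraries, and limits derived from reads cover counting error only.

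The first question was how closely the replicates match, since this sets the error for every level. Across all 15240 genes, log2(RPKM + 1) had a Pearson r of 0.992 and a Spearman rho of 0.957 between the replicates. These are correlations across genes, which are not independent replicates, so no p-value is attached. The alternative that moved r most was a pseudocount of 0.1, which gave 0.981. Among the 4493 genes with a mean of at least 5 RPKM, the log2 difference (replicate 2 minus replicate 1) had a median of 0.05 and an SD of 0.26.

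**Figure D1:**
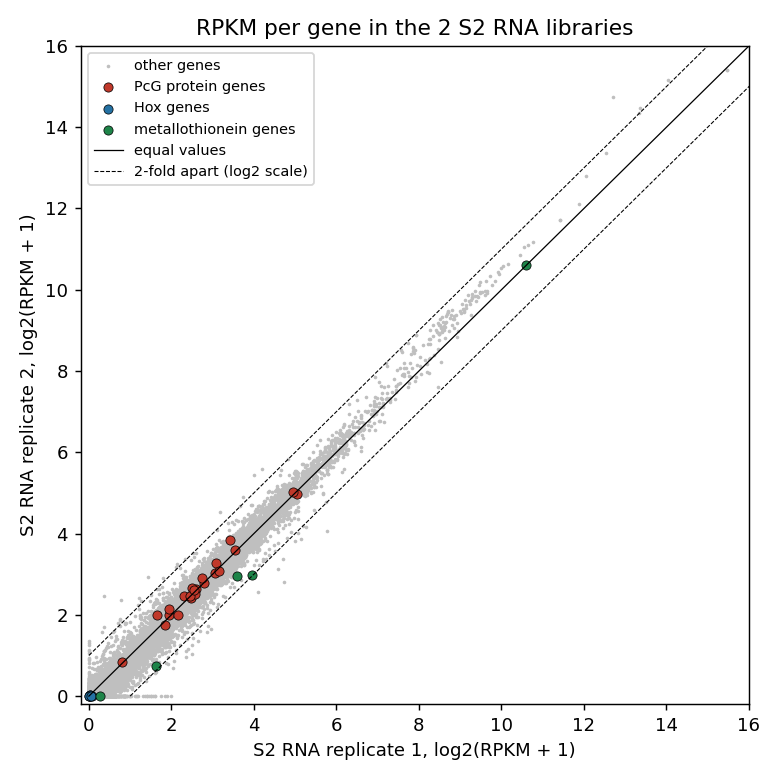
RPKM of each gene in S2 RNA replicate 1 (horizontal axis) and replicate 2 (vertical axis), both as log2(RPKM + 1), with the PcG protein, Hox and metallothionein genes coloured. Genes lie along the line of equal values, with a Pearson r of 0.992 over 15240 genes, and the dashed lines mark a 2-fold difference on this scale.

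A mean of at least 1 RPKM was reached by 7548 genes, or 49.5% of all genes, and a mean of at least 5 RPKM by 4493 genes, or 29.5%. When each transcript entry was counted in place of each gene, 11058 entries reached 5 RPKM and 16999 reached 1 RPKM. A median of 0 over the transcripts of the gene was found in both libraries for 1714 genes, in replicate 2 alone for 2338 and in replicate 1 alone for 177.

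A filter on fold difference and minimum level was applied between the replicates to count the genes that pass it without a change of cell line. The study filtered its cell line comparisons on fold and level too, but also required a corrected p-value. It asked for the level in 1 of the 2 data sets compared, where the mean was used here. The count is thus not the background of the filter of the study. Of the 4493 genes with a mean of at least 5 RPKM, 23 were more than 2-fold apart on the log2(RPKM + 1) scale, which is 0.512%. Of these, 14 were higher in replicate 2 and 9 in replicate 1. Only 9 of the 23 were protein-coding, although 4233 of the 4493 genes were. Lowering the minimum mean to 1 RPKM gave 59 such genes. Each side of this comparison is 1 library, so no test across samples exists.

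The largest difference was that of the non-coding gene CR40766, at 6636 RPKM in replicate 1 and 27219 RPKM in replicate 2, a log2 difference of 2.04. The gene topi had 22.8 and 7.74 RPKM, a log2 difference of -1.45, and the antimicrobial peptide gene CecC had 16.3 and 4.92 RPKM, a difference of -1.54. The peroxiredoxin genes Prx2540-1 and Prx2540-2 and the gene CG12896 were higher in replicate 2, by 1.44, 1.40 and 1.36 on the log2 scale. They are similar in sequence and may share reads, so they are not counted as independent observations. The remaining members of the 10 largest differences were all lower in replicate 2. They were snoRNA:229 at -1.92, snoRNA:Psi28S-2622 at -1.70, CR31514 at -1.33 and snoRNA:Psi18S-1275 at -1.29.

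The reads behind the values allowed a test of whether the 2 libraries differ by more than counting error. Whole reads were recovered for 99.4% of the 23661 entries above 0 in both libraries. An exact two-sided binomial test compared the reads of each gene with the share of replicate 2 in all reads, 20.4%. Of 11037 genes tested, 1280 (11.6%) had a Benjamini-Hochberg adjusted p under 0.05, with 804 higher in replicate 2 and 476 higher in replicate 1. Of the 1280 genes, 113 were also more than 2-fold apart in reads scaled to library size, without a pseudocount. The test compares these libraries and not a condition. The replicates thus differed by more than counting error. This does not show whether they are separate samples, because counting error leaves out the preparation of the libraries. They were counted as 2 samples by their labels, and the study states that it made 2 biological replicates. Under the alternatives tried, the count lay between 1161 and 1280. The split depended on scaling. With the replicates scaled to the same median, 709 genes were higher in replicate 2 and 564 in replicate 1.

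The difference between replicates depended on the level of the gene. For protein-coding genes with a mean between 1 and 5 RPKM the median log2 difference was -0.04 (2853 genes). It was 0.02 between 5 and 20 RPKM (3185 genes), 0.08 between 20 and 100 RPKM (873 genes) and 0.41 between 100 and 1000 RPKM (167 genes). The 8 protein-coding genes at 1000 RPKM or more had a median of 0.46 and were all higher in replicate 2. Ribosomal protein genes made up 75 of the 167 and 5 of the 8, so the rise is in good part theirs. The 95 other protein-coding genes at 100 RPKM or more had a median of 0.18. Among protein-coding genes under 1 RPKM, 4113 were higher in replicate 1 and 1422 in replicate 2.

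**Figure D2:**
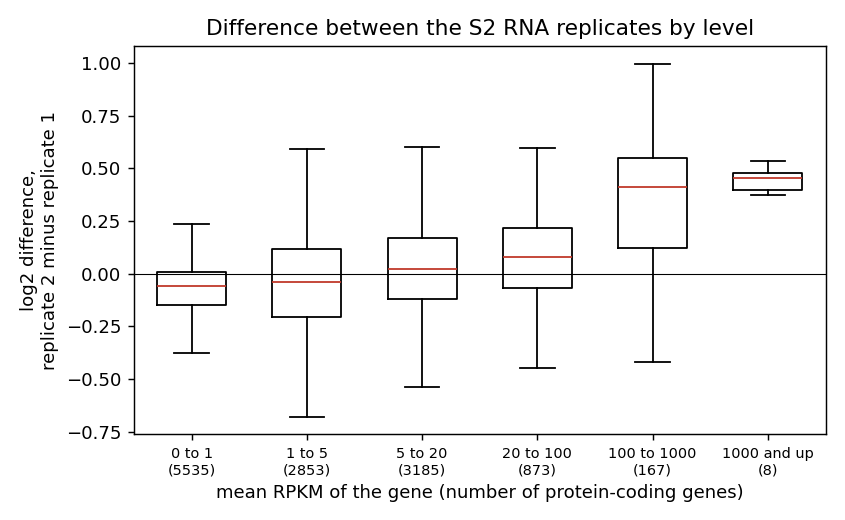
Log2 difference between the S2 RNA replicates (replicate 2 minus replicate 1, on log2(RPKM + 1)) for protein-coding genes grouped by mean RPKM, with the number of genes under each group. Boxes span the quartiles, the red line is the median and whiskers reach the farthest gene within 1.5 box lengths; the median rises from -0.06 under 1 RPKM to 0.46 at 1000 RPKM or more.

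The 10 genes with the highest mean RPKM were all non-coding. The paralogous genes of the signal recognition particle RNA, 7SLRNA:CR32864 and 7SLRNA:CR42652, had equal values, 45083 RPKM in replicate 1 and 43517 RPKM in replicate 2, or 44300 ± 1107 (SD, n = 2). CR40677 followed at 26832 ± 14233 RPKM, then CR40766 at 16927 ± 14555 RPKM, CR40560 at 16621 ± 8594 RPKM and CR40679 at 15572 ± 7366 RPKM. CR40546 had 8285 ± 3305 RPKM and CR41609 had 5680 ± 2052 RPKM. snRNA:7SK was at 4088 ± 437 RPKM and snoRNA:U3:54Aa at 3041 ± 426 RPKM. The 10 highest genes of each library, ranked within that library, held 49.1% of the summed RPKM over genes in replicate 1 and 54.3% in replicate 2. The 2 7SLRNA genes with equal values enter this sum separately, so the share may count the same reads more than 1 time.

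The PcG proteins are the subject of the study, and the RNA shows which of their genes the parental cells express. All 22 genes on the list had values above 0 in both libraries. Their median level was 4.98 RPKM, with replicate medians of 4.88 and 5.14 RPKM (SD 0.181, n = 2). Of 10000 random lists of 22 genes, 214 had a median at least as high. Against genes with a mean of at least 1 RPKM alone, 21 of the genes remained and the median stood at percentile 19.1, so the list is high among all genes and low to middling among expressed ones. The highest members were Caf1 at 31.4 ± 1.05 RPKM (SD, n = 2) and sxc at 30.6 ± 1.09 RPKM. The lowest was jing at 0.760 ± 0.0336 RPKM. Pc had 2.48 ± 0.181 RPKM, Psc 2.92 ± 0.106 RPKM, Sce 3.12 ± 0.422 RPKM, E(z) 7.24 ± 0.0888 RPKM and Scm 8.10 ± 0.904 RPKM. The widest spread relative to its mean was that of escl, at 2.15 and 2.97 RPKM. pho had 9.72 and 13.4 RPKM, and its reads differed between the libraries with an adjusted p of 2.51e-04 in the exact binomial test over all genes.

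**Figure D3:**
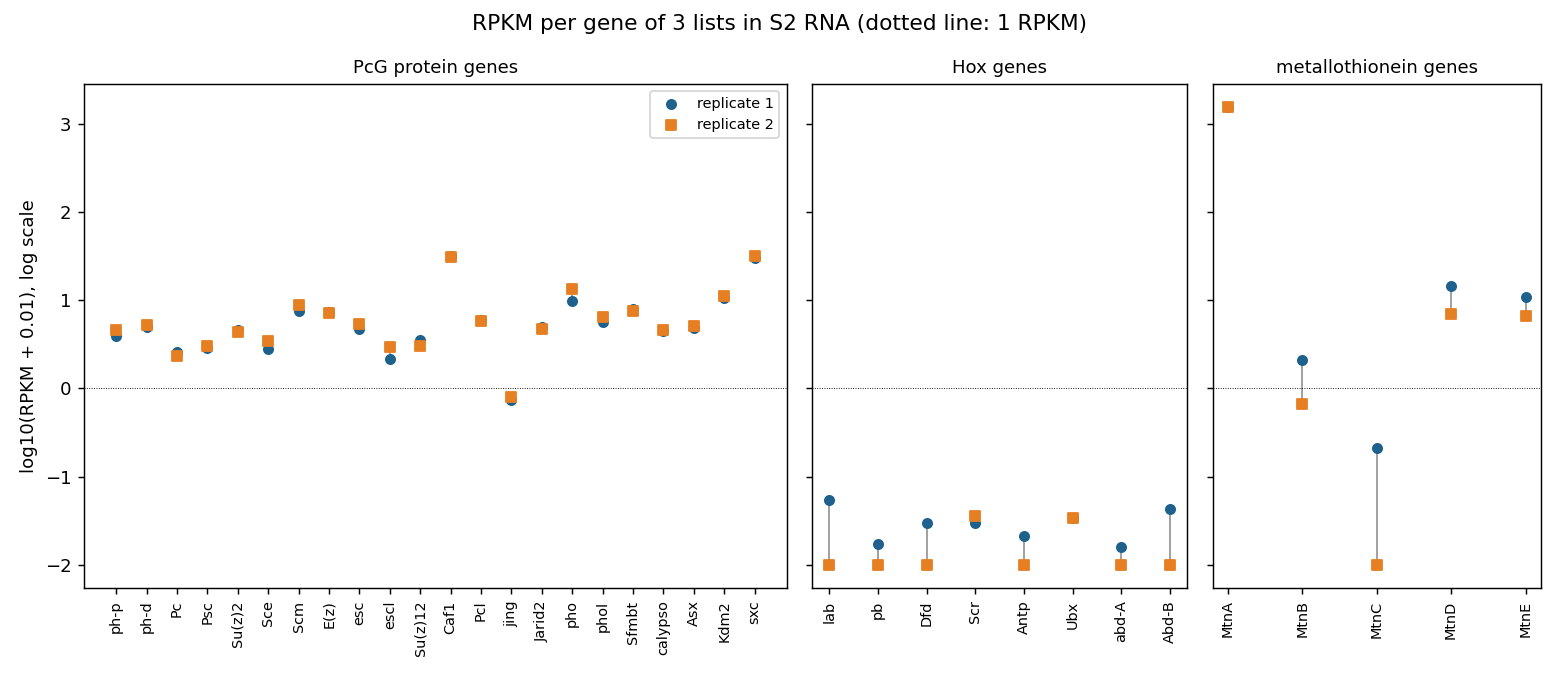
RPKM of the PcG protein genes, the Hox genes and the metallothionein genes in S2 RNA replicate 1 (circles) and replicate 2 (squares), on a log10 axis with a small offset so that values of 0 appear at the bottom. PcG protein genes lie between 0.760 and 31.4 RPKM on average, the 8 Hox genes lie under 0.05 RPKM in each library, and MtnA lies near 1557 RPKM.

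Endogenous Ph is encoded by the near-identical genes ph-p and ph-d, and the transgenes of the study derive from ph-p. In the parental cells ph-p was at 4.24 ± 0.418 RPKM and ph-d at 5.09 ± 0.121 RPKM (SD, n = 2). The log2 ratio of ph-p to ph-d was -0.28 in replicate 1 and -0.16 in replicate 2, a mean of -0.22 ± 0.09 (SD, n = 2). The ratio was below 0 in both libraries and its size exceeded its SD, but 2 replicates allow no test. With a pseudocount of 0.1 the mean was -0.26. The transcript with the most reads had at least 857 and 253 reads for ph-p in replicates 1 and 2, and 862 and 229 for ph-d. Recovered lengths were 5863 bases for ph-p and 4614 for ph-d. The ph-p reads were slightly fewer in replicate 1 and more in replicate 2, so its lower RPKM rests mainly on its longer transcript. How reads that fit both copies were counted is not stated, which leaves the ratio uncertain.

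The Hox genes are classic PcG targets. All 8 were under 1 RPKM, against 50.4% of the other genes (Fisher's exact test across genes, two-sided, p = 0.00782, adjusted over the 2 lists so tested 0.00782). The test treats genes as units and describes these libraries. Scr had 0.0199 and 0.0259 RPKM and Ubx had 0.0242 and 0.0236 RPKM in replicates 1 and 2. The other 6 had a median of 0 over their transcripts in replicate 2 and no more than 0.045 RPKM in replicate 1. Of these, Antp and Abd-B each had a transcript with at least 1 read in replicate 2. For Ubx the transcript with the most reads rested on at least 4 reads in replicate 1 and 1 in replicate 2. The list median was 0.0198 RPKM in replicate 1 and 0 in replicate 2, and 46 of 10000 random lists of 8 genes had a median as low. Differences among the Hox genes were not detectable at this depth.

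A list of 51 developmental regulators, often named as PcG targets, behaved alike. Of these, 49 (96.1%) were under 1 RPKM, against 50.3% of the other genes (Fisher's exact test across genes, two-sided, p = 1.21e-12, adjusted 2.41e-12). The list median was 0.0382 RPKM in replicate 1 and 0 in replicate 2, and none (0) of 10000 random lists had a median as low. The median over transcripts was 0 for 7 of the genes in replicate 1 and for 28 in replicate 2. The exceptions were ap at 155 ± 1.14 RPKM and pnr at 13.9 ± 1.25 RPKM (SD, n = 2). Both exceptions were far above the spread between replicates.

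Copper sulphate, the inducer of the transgenes, also acts on the metallothionein genes. MtnA was at 1545 RPKM in replicate 1 and 1568 RPKM in replicate 2, or 1557 ± 16.6 (SD, n = 2). The other members were far lower. MtnD had 14.5 and 6.92 RPKM, MtnE 11.0 and 6.70 RPKM, and MtnB 2.11 and 0.658 RPKM. MtnC had 0.201 RPKM in replicate 1 and was listed at 0 in replicate 2. The list median was 11.0 RPKM in replicate 1 and 6.70 RPKM in replicate 2, and 441 of 10000 random lists of 5 genes had a median as high as that of the combined level, 8.61 RPKM. Among genes with a mean of at least 1 RPKM, the 4 members left stood at percentile 70.4. No library without copper was analysed here, so a response to copper was not measured. The 7 copper handling genes with values had a median level of 5.43 RPKM, with Sod highest at 56.8 ± 2.41 RPKM and Ctr1B lowest at 3.03 ± 0.264 RPKM.

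Further lists place the cells. Of 10 plasmatocyte (blood cell) genes, Pvr was at 71.1 ± 2.15 RPKM, crq at 30.5 ± 2.24 RPKM and eater at 12.4 ± 0.891 RPKM (SD, n = 2). Ppn was at 7.39 ± 0.310 RPKM and srp at 5.75 ± 0.0422 RPKM. Others were low, with Hml at 1.18 RPKM, vkg at 0.873 RPKM, Cg25C at 0.694 RPKM and Pxn at 0.398 RPKM. He had 0.0401 RPKM in replicate 1 and was listed at 0 in replicate 2, and the list median was 3.46 RPKM. Among 8 dosage compensation genes, with a median of 5.40 RPKM, the non-coding RNA roX2 was at 185 and 206 RPKM in replicates 1 and 2, and roX1 at 0.116 and 0.0279 RPKM. msl-2 was at 5.57 ± 0.623 RPKM. The 10 reference genes had a median of 234 RPKM, from 6.29 ± 0.452 RPKM for Tbp to 1289 ± 333 RPKM for Ef1alpha48D.

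Some genes served the study as examples of altered expression, and 7 of them had values here. In the parental cells their median was 22.1 RPKM, and 2 of 10000 random lists had a median as high. The study chose altered genes partly by a minimum level, so a high level is built into this list. neb was at 2.80 ± 0.0595 RPKM, Kr-h2 at 22.1 ± 0.404 RPKM and Men at 84.2 ± 2.08 RPKM (SD, n = 2). The spread between the replicates was wider for the rest. fok had 3.90 and 6.94 RPKM, ImpL3 9.02 and 13.2 RPKM, daw 19.4 and 31.3 RPKM, and sty 122 and 162 RPKM. In the exact binomial test on reads their adjusted p-values, over all genes tested, were 4.47e-06 for fok, 8.11e-04 for ImpL3, 1.18e-27 for daw and 1.10e-44 for sty. All of these were higher in replicate 2. Adjusted over the list alone, the same 4 genes had a p under 0.05. Since the study chose these genes partly on the same libraries, that count is not independent evidence. Across the 9 lists, the counts of genes under 0.05 adjusted over the list alone and over all genes were equal except for the plasmatocyte genes, with 2 and 1.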

Values the study reported

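The study reported that 91–92% of RNA reads aligned. It gave 925 transcripts with altered expression, of which 352 changed alike in the Ph-WT and Ph-ML lines.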

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

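No paired analysis was possible because only the S2 RNA group had values here, and none of its results comes from a test between groups. The alternatives for Ph-ML against Ph-WT ChIP (including the replicate block), for ChIP against input, and for the X chromosome against the autosomes were not run.

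The correlation between replicates was 0.992. It was 0.981 with a pseudocount of 0.1, 0.984 for genes with a mean of at least 1 RPKM, 0.993 for protein-coding genes and 0.994 for transcripts in place of genes; the cause was not tested. The 23 genes more than 2-fold apart became 59 when genes with a mean of at least 1 RPKM were admitted, which admits more genes, and 9 when restricted to protein-coding genes, which leaves out non-coding ones. Scaling the replicates to the same median, a shift of 0.02 on the log2 scale, gave 20 genes, with 10 higher in replicate 2 and 10 in replicate 1 in place of 14 and 9. With a mean of at least 1 RPKM, 26 were higher in replicate 2 and 33 in replicate 1, which reverses the split. A pseudocount of 0.1 gave 34 genes, and a value of at least 5 RPKM in at least 1 replicate gave 30. The counts of genes at 5 and 1 RPKM rose to 11058 and 16999 with transcripts in place of genes, because genes with several transcripts are then counted several times.

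Leaving out 1 replicate gave from 4472 to 4486 genes at 5 RPKM and from 7450 to 7586 genes at 1 RPKM. The level of the PcG protein genes ranged from 4.88 to 5.14 RPKM, that of the metallothionein genes from 6.70 to 11.0 RPKM, and the log2 ratio of ph-p to ph-d from -0.28 to -0.16. The Hox gene level ranged from 0 without replicate 1 to 0.0198 RPKM without replicate 2, and that of the developmental regulators from 0 to 0.0382 RPKM. Replicate 2 had 9495835 reads, so fewer low levels can register in it; what lowers these levels there was not settled.

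With genes restricted to a mean of at least 1 RPKM, the developmental regulators reduced to ap and pnr, with a level of 84.6 RPKM, and no Hox gene was left to give a value. The same restriction moved the PcG protein genes from percentile 97.9 to 19.1 among random lists, since the genes near 0 leave the background. The Fisher tests on the share of genes under 1 RPKM kept their direction and stayed under 0.05 with scaled replicates, protein-coding genes and the highest transcript of each gene. Of 66 values recomputed for the planned comparisons and the binomial count, 10 moved past a set margin and 56 did not. The margin was the SD of the replicates for levels and the ph-p to ph-d ratio, and a fixed fold for counts. For r it was an interval that treats genes as independent, which they are not. Of 41 values for the other lists and for the shares of genes under 1 RPKM, 4 moved. Among 128 single genes, the highest transcript in place of the median moved 18 by more than their SD, and scaling moved none (0).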

Other observations

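The tests of level and length for the ribosomal protein, heat shock protein and metallothionein genes, and the counting tests of single genes, were set before their outcome was seen; the remaining tests were chosen only after the result was seen, as were the patterns themselves. The bootstrap intervals were added after a first comparison with random draws of matched genes. The runs and medians that leave 1 gene class out of the comparison with the other, the runs with 1 Hsp70 gene and the test near 0 by the mean over transcripts were also chosen after, as was the judgement that earlier versions do not decide. No biological explanation was tested for any of these patterns, because both libraries carry the same label.

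All 82 ribosomal protein genes with a mean of at least 5 RPKM were higher in replicate 2, with a median log2 difference of 0.50 and medians of 405 and 606 RPKM in the replicates. Counting error is argued against, since 72 of the 73 genes with recovered reads had an adjusted exact binomial p under 0.05, all higher in replicate 2. Transcript length alone is also argued against. Genes of the nearest recovered length differed by a median of 0.04, a gap of 0.47 to the ribosomal protein genes (95% bootstrap interval 0.42 to 0.51). The level of expression stays open. Genes nearest in mean RPKM differed by a median of 0.37, a gap of 0.13 whose interval of -0.19 to 0.27 includes 0, and 364 of 10000 draws of such neighbours reached the ribosomal protein genes. With level and length matched together the gap was 0.25 (interval -0.03 to 0.42, 239 draws as high). Heat shock protein genes, which also rose, are among these neighbours. Without them the gap on level was 0.25 (interval 0.11 to 0.37, 0 draws as high), and on level and length 0.32 (interval 0.08 to 0.47). These runs drop neighbours by the outcome, so they do not decide. At 100 RPKM or more, the 95 other protein-coding genes had a median of 0.18, and the 82 of neither class 0.12, against 0.50 for 80 ribosomal protein genes. Levels are unequal in that comparison, as 27 of the 82 and 74 of the 80 reach 200 RPKM. Above that level the medians were 0.25 and 0.49, again with heat shock protein genes left out by the outcome. These values lean against level as the whole cause. It stays open because the level-matched gap with all neighbours kept has an interval that includes 0.

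Heat shock protein genes had high values in cells with no stated heat treatment, with a median of 298 RPKM in replicate 1 and 469 RPKM in replicate 2 over 16 genes. The cells were given copper sulphate, and no library without copper was analysed here, so an effect of copper on these genes was not measured. Of these, 15 were higher in replicate 2, and the median log2 difference was 0.73. Genes nearest in mean RPKM differed by 0.44, a gap of 0.30 whose interval of -0.04 to 0.48 includes 0, while 0 of 10000 draws of neighbours were as high. The 6 Hsp70 genes are near-identical copies that may share reads, although only Hsp70Bb and Hsp70Bbb had equal values. With 1 of them kept, the 11 genes left had a median of 0.41, and the gap was -0.006 (interval -0.16 to 0.37, 6005 draws as high). Ribosomal protein genes, which rose as well, make up 75 of the 167 protein-coding genes between 100 and 1000 RPKM. Without ribosomal protein genes the gap was 0.53 (interval 0.16 to 0.71) for all 16 genes and 0.20 (interval 0.01 to 0.55, 31 draws as high) with 1 Hsp70 gene. These runs drop neighbours by the outcome, so they do not decide. A match on level and length gave 0.33 (interval -0.28 to 0.52) but is void, since 43.8% of the genes had a recovered length. The level of expression cannot be told apart from a change of this class, because many of the other genes at this level belong to another class that rose.

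Genes near 0 were higher in replicate 1. Lower depth in replicate 2 adds zeros but leaves summed RPKM unchanged on average, if transcripts are averaged. Over the 6806 genes at or under 0.5 RPKM in replicate 1, the summed medians of replicate 2 were 0.753 of those of replicate 1, which does not decide, because a median over transcripts falls to 0 when few of them have reads. With the mean over transcripts the ratio was 0.754 over 6796 genes (95% bootstrap interval over genes 0.724 to 0.786), and 0.757 over the 4758 genes with 1 entry (0.714 to 0.800). Choosing genes by a ceiling in replicate 1 pulls this ratio up, so depth alone is argued against. At a ceiling of 0.1 RPKM, where that pull is strongest, the ratio of summed medians was 1.01. The 57 Hox genes and developmental regulators under 1 RPKM summed, by means over transcripts, to 4.58 RPKM in replicate 1 and 2.89 RPKM in replicate 2. Levels under 0.5 RPKM may thus include a background that differs between the libraries, and its source was not tested.

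Entries that the name table lists as ribosomal RNA pseudogenes stayed abundant after depletion and were higher in replicate 2. Values here are those of single entries, not medians over the entries of a gene. CR40677 had 16767 and 36896 RPKM, CR41602 had 6445 and 15618 RPKM, CR40741 had 14414 and 24305 RPKM, and CR41609 had 8458 and 14263 RPKM. The folds ran from 1.69 to 2.42. The last pair has the same fold and probably shares reads. A shift of all non-coding RNA is argued against, since the other 258 non-coding genes with a mean of at least 5 RPKM had a median log2 difference of 0.16, against 0.95 for these 4. A candidate explanation is less complete removal of ribosomal RNA in replicate 2, which was not tested.

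MtnB, MtnC, MtnD and MtnE were all lower in replicate 2, while MtnA was not. Single genes do not settle whether this is counting error, since 1 of the 4, MtnD, had an adjusted exact binomial p under 0.05 (0.00742 over the 4 genes). Taken as a set, the 4 genes had at least 314 reads in replicate 1 and 42 in replicate 2, with an exact binomial p of 2.35e-05. Genes matched on length and level had a median log2 difference of 0.06 against -0.77 for the 4, a gap of -0.83. Neither value decides, because the 4 genes were grouped by the very pattern being tested. Counting error for the genes other than MtnD, and transcript length, therefore stay open.

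The 111 replicated histone genes, from 20 His2A to 23 His1 genes, all had a median of 0 in both libraries. The single-copy variants were abundant, with His2Av at 62.2 ± 2.10 RPKM, His3.3A at 49.1 ± 8.56 RPKM, His3.3B at 83.2 ± 10.4 RPKM and His4r at 144 ± 5.49 RPKM (SD, n = 2). Whether every read with several alignments was dropped stays open. There were 95 genes with a mean of at least 1 RPKM that share both of their values with another gene. They do not decide, because overlapping genes can share values through reads with 1 alignment, and the 95 were not split by this. A limit on the number of alignments per read could give the histone values of 0. Some histone entries did have values, since 6 of the 9 histone identifiers with 6 to 19 entries were above 0. This compares with 1 of the 57 with 3 to 5 entries and 0 of the 12 with 2. A limit set by entries per identifier would make the share above 0 fall as entries rise. Among histone identifiers that share did not fall. This does not decide on a limit by alignments per read. Entries per identifier leave out the other genes of a histone family, from 20 His2A to 23 His1 genes, to which a read may align. Among non-histone identifiers, 0 of the 20 with 20 or more entries had a value above 0. The counts were 79 of the 100 with 2 entries, 37 of the 50 with 3 to 5 and 4 of the 5 with 6 to 19. Whether reads with many alignments were dropped still cannot be told apart from absence of expression, since those 20 identifiers have no other measure of expression here. A value of 0 for a gene in many copies is therefore only a listing.

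The symbols of 5 genes, in 18 entries, had turned into calendar dates, as spreadsheet programs do. By their transcript identifiers 4 of them are Septin genes and the other is dec. A search of these values by symbol misses them.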
